A study of Homo sapiens with 92 samples. Its data were reported in "Activity of the SWI/SNF complex is indispensable for syncytiotrophoblast formation" (2025).

How the data were processed

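Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done in CT30 cells, a human trophoblast stem cell line. The labels give 4 conditions: self-renewing cells (SR), self-renewing cells with the inhibitor BRM014 (SR_BRM014), cells differentiated towards syncytiotrophoblast with forskolin for 24 h (ST), and such cells with BRM014 (ST_BRM014). BRM014 blocks the ATPase activity of both BRM (SMARCA2) and BRG1 (SMARCA4), the alternative motors of the SWI/SNF chromatin remodelling complex. For 2 H3K27ac samples, 1 of SR_BRM014 and 1 of ST_BRM014, the cell type label contradicts the title, whereas the treatment label matches it, and the title was followed. The series has 92 samples. Peak lists were used for 5 targets, namely BRM, BRG1, H3K27ac, H3K4me3 and H2BK20ac, each with 3 replicates per condition, which makes 60 samples and 20 lists. Chromatin of 30 µg went into each BRM or BRG1 sample and 10 µg into each histone sample. The input samples, 12 labelled for transcription factors and 12 for histone marks, served the authors as controls. The 8 H3K14ac samples (2 per condition) were not analysed here.

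Reads were trimmed with cutadapt and aligned by the authors to hg38 with Bowtie 2, and low-quality, mitochondrial and duplicate reads were removed. The authors called the peaks with Genrich, once per target and condition over the replicates of the group against input chromatin. The study's methods describe another caller with a reproducibility filter for BRM and BRG1, and 2 replicates for BRM, BRG1, H3K27ac and H3K4me3, whereas the sample labels and the names of the lists give 3. The lists used here have the Genrich layout, with area minimums of 20 for BRM and BRG1, 200 for H3K27ac and H3K4me3, and 500 for H2BK20ac as seen in their smallest values. Each peak carries 2 values that are the authors' own: the -log10 p value at its summit, combined over the replicates, and an area score, which is the sum of the -log10 p curve over the peak. The deposited -log10 p values and the deposited score of a peak depend on read depth, so they served only to rank, weight or filter peaks within a list. Spike-in chromatin was used at the bench, but a peak list carries no normalised signal. The sequencing depth of each sample is unknown from these files. By their names, the BRM and BRG1 lists were called in the ATAC mode of Genrich. Whether their summits mark the centre of binding was not tested.

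Each group was thus a single list. No test across replicates could be made, no p-value is given, and a difference between 2 lists cannot be set against the spread between replicates. Shares of peaks are given with 95% Wilson intervals. These intervals cover counting error over the peaks of a list only, and neighbouring peaks are not independent.

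Coordinates are those of the lists on hg38, counted from 1. They were compared with the GRCh38 reference used here: the peaks of all 23 chromosomes ended within the reference sequence, and 0 of 779619 summits lay on an unknown base. Genes were taken from GENCODE release 44 on the same build, a later release than the one the authors aligned with. All 19962 protein-coding genes on chromosomes 1 to 22 and X were used.

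The H3K27ac list of ST ends at position 95476443 of chromosome 12. Every comparison of that list was limited to the part of the genome before that position, which holds 12270 of the protein-coding genes, for both lists. Genes beyond it have no H3K27ac value for ST. This list also covered many H3K4me3 sites that no other H3K27ac list covered, as the closing section shows, so H2BK20ac, H3K4me3, BRM and BRG1 were read first. The names of the lists carry library and input numbers. By these, the H3K27ac list of ST shares 2 of its 3 pairs of library and input with the H3K4me3 list of ST. For the second replicate, the H3K4me3 and H3K27ac lists of ST name a library and an input that stand in the number run of ST_BRM014, by the BRM, BRG1 and H2BK20ac lists, and those of ST_BRM014 name a library and an input in the run of ST. By these numbers, 1 of the 3 replicates in each of these 4 lists is of the other condition. The lists hold no values per replicate, so this could not be tested in the peaks. For the first replicate, the SR lists of H2BK20ac and H3K27ac name 2 library numbers, where the other lists name 1. Whether these SR lists rest on more reads is unknown.

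The comparisons were ST against SR, ST_BRM014 against ST, SR_BRM014 against SR, and ST_BRM014 against SR. Both ST against SR and ST_BRM014 against ST use the ST list, so a chance gain in ST would turn into a loss in ST_BRM014 against ST. The comparison of ST_BRM014 with SR does not use the ST list and is given beside them, but for H3K4me3 and H3K27ac its ST_BRM014 list names a replicate numbered with ST. A peak counted as found in another list when at least 1 bp overlapped. The share expected by chance came from 20 random placements of the peaks on their chromosomes. BRG1 peaks that overlapped a BRM peak of the same condition are called SWI/SNF regions. Peak summits were annotated as promoter (3 kb on each side of a transcript start), 5' UTR, 3' UTR, exon, intron, downstream (within 3 kb) or intergenic, in this order, and 100000 random positions were annotated in the same way.

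For each gene, the length covered by peaks within 25 kb of its 5' end was computed in each list. For 14 gene lists fixed before the data were examined, the members with more and with less covered length were counted. The lists were ST fusion and transport, ST hormones and steroidogenesis, the PSG family, ST transcription factors, CT and self-renewal, EVT (extravillous trophoblast), cell cycle promoting, cell cycle inhibiting, SWI/SNF subunits, cAMP response, and as controls stromal and endothelial, immune, neural and housekeeping genes. Some of the ST transcription factors are genes the study picked, so that list is not independent evidence of its direction. The median difference of a list was placed among those of 10000 random gene lists of the same size, matched on the mean covered length in 10 strata. This percentile is a description against other genes, not a test across replicates. The windows of some members overlap, so that the same peaks count for several of them: this holds for 7 of the 10 PSG genes, 10 of the 28 hormone genes and 4 of the 20 fusion genes, and the random lists were not matched on it. A percentile of 50 also arises where most members and most random genes have no difference.

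Named genes followed a rule fixed in advance. For each of the 3 main comparisons it takes the 5 genes with the largest gain and the 5 with the largest loss for the pair BRM and BRG1 and for the pair H3K27ac and H2BK20ac, ranked by the smaller of the 2 differences when both go the same way, and skips a gene whose window overlaps that of a higher ranked one. It adds up to 4 members per gene list, and always GCM1, CEBPB, TBX3, CGA, HOPX and CCND1. For each of 12 motifs, the share of SWI/SNF regions with a match within 100 bp of the BRG1 summit was compared between regions of one condition only, beside the share 1 kb away from the summit.

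The alternatives fixed before the data were examined were peaks with a summit -log10 p of at least 5, at least 50% of a peak covered, the summit inside the other list's peak, the same number of top peaks in each list of a target, a promoter window of 1 kb, the peak's midpoint, the gene body with 10 kb on each side, a motif window of 50 bp, and weighting to the same GC distribution. After the data were seen, H3K27ac peaks off every H3K4me3 peak were added as an alternative, and the peaks gained or lost in ST were recomputed under the overlap alternatives.

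The analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with the random seed 11. The steps were tested on simulated data. With 60.0% of 20000 peaks planted as shared, the overlap step found 60.0%. With planted motifs in 29.8% of 5000 sequences, the motif step found 29.8%. Among 20000 simulated genes, a list raised by 2 kb had percentile 100 and a list lowered by 2 kb had percentile 0, and 96% of unchanged lists fell within the middle 95%.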

Results

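The data are peak lists from ChIP-seq in CT30 human trophoblast stem cells, for the SWI/SNF motors BRM and BRG1 and for the histone marks H3K27ac, H3K4me3 and H2BK20ac. H3K4me3 marks promoters, and H3K27ac and H2BK20ac mark active promoters and enhancers. Cells were self-renewing (SR) or differentiated with forskolin for 24 h towards syncytiotrophoblast (ST), the fused, hormone-producing layer of the placenta. Each state was studied with and without BRM014, which blocks the ATPase of BRM and BRG1. There were 3 replicates per target and condition, pooled by the authors into 1 peak list each, so the 20 lists have no replicates and no difference between them could be tested. The sequencing depth behind the lists is unknown.

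The BRM lists held 21181 peaks in SR, 38078 in SR_BRM014, 60058 in ST and 78274 in ST_BRM014. The BRG1 lists held 19791, 42998, 52852 and 55030 peaks in the same order. H2BK20ac had 41650, 27416, 45474 and 40091 peaks, and H3K4me3 had 24097, 22021, 23931 and 22723. H3K27ac had 49754 peaks in SR, 40133 in SR_BRM014 and 45470 in ST_BRM014. Its ST list held 28597 peaks and ended at position 95476443 of chromosome 12. That list also held 32.6% of the H3K4me3 peaks of ST that lay off every other H3K27ac list, where the other H3K27ac lists held at most 1.56% of such peaks. By the numbers in the names of the lists, 2 of its 3 pairs of library and input are those of the H3K4me3 list of ST. H3K27ac values of ST below are therefore given after those of the other targets, for the part of the genome it covers. By the same numbers, the second replicate in the H3K4me3 and H3K27ac lists of ST stands with ST_BRM014, and that in the lists of ST_BRM014 stands with ST, so each of these 4 lists names 1 replicate of the other condition.

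**Figure D1:**
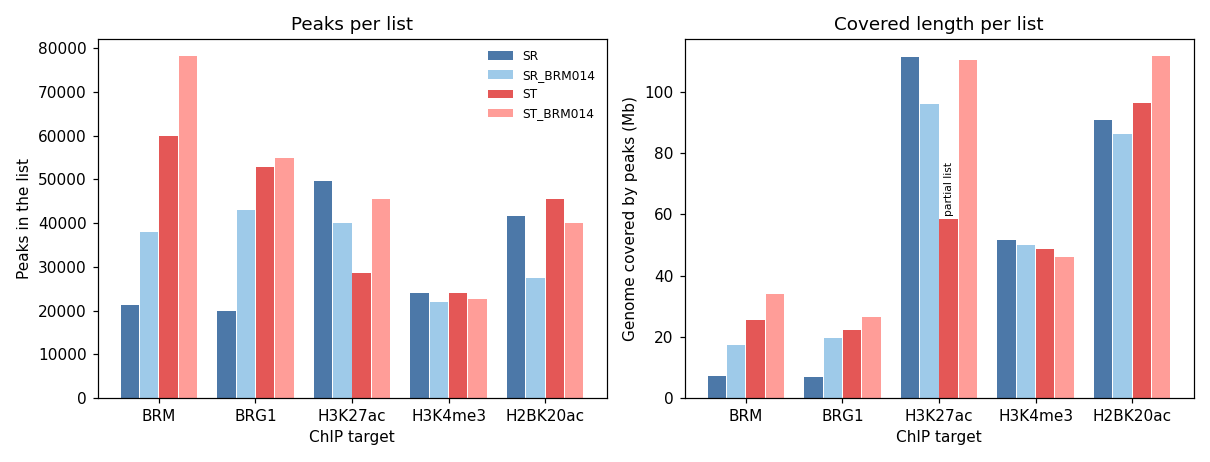
Number of peaks (left) and genome length covered by peaks in Mb (right) for each ChIP target, with 1 bar per condition and no replicates. BRM covered 7.08 Mb in SR and 25.4 Mb in ST, while H3K4me3 covered 51.7 and 48.8 Mb. The H3K27ac list of ST covers only part of the genome.

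The comparison of ST with SR asks how chromatin changed over the first 24 h of differentiation. The BRM and BRG1 lists of ST held most of the SR peaks and many further ones, but they were longer and their depth is unknown. Of the BRM peaks of SR, 81.5% were found in ST (17259 of 21181, 95% Wilson interval 81.0 to 82.0%), and of the BRG1 peaks 85.3% (84.8 to 85.8%). In the other direction, 26.0% of the BRM peaks of ST were found in SR (25.6 to 26.3%) and 29.5% of the BRG1 peaks (29.2 to 29.9%). With the same number of top peaks in each list, the SR shares fell to 61.2% for BRM and 65.2% for BRG1, and the ST shares were 52.3% for BRM and 57.8% for BRG1. Random placement gave at most 1.49% for the shares over all peaks. H3K4me3 was nearly the same in both states, with 91.5% of ST peaks found in SR (91.1 to 91.8%). H2BK20ac differed more: 62.5% of its ST peaks were found in SR (62.1 to 63.0%), which left 17031 peaks seen in ST and not in SR.

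Genes of hormone production had more of the active marks in ST. Of the hormone and steroidogenesis genes, 21 had more H2BK20ac within 25 kb of the 5' end and 4 had less, at percentile 100 of matched random gene lists, and 19 had more H3K4me3 while 5 had less. Among all genes with a difference, 56.4% had more H2BK20ac and 31.1% had more H3K4me3. For BRM this share was 90.7%, so more BRM in ST at a single gene says little. CGA, the shared subunit of the placental glycoprotein hormones (ENSG00000135346, 5' end at position 87095106 of chromosome 6), had the largest gain of acetylation by the rule for named genes, which could rank only the 12270 genes that the H3K27ac list of ST covers. Its H2BK20ac went from 1.17 kb in SR to 24.6 kb in ST, its BRM from 0 to 4.02 kb and its BRG1 from 0 to 2.60 kb. HSD3B1, an enzyme of progesterone synthesis, had 12.8 kb of H2BK20ac in SR and 19.8 kb in ST. INHA, the inhibin alpha subunit, had 1.00 and 7.58 kb. At CYP11A1, which makes the first step of steroid synthesis, H3K4me3 covered 8.40 kb in SR and 17.6 kb in ST, and BRM 1.44 and 7.25 kb.

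The genes of cell fusion and transport went the same way for H2BK20ac, with 16 members having more and 4 less, at percentile 98.3. Among them were ERVFRD-1, which encodes the fusogen syncytin-2 (6.805 kb of H2BK20ac in SR and 15.1 kb in ST), and SDC1, a surface proteoglycan of syncytiotrophoblast (6.18 and 18.2 kb). At ANXA1 and KRT23 the difference lay mainly in SWI/SNF, with BRM covering 1.38 and 5.70 kb at ANXA1 and 0.237 and 5.45 kb at KRT23. The PSG genes, a cluster of near-identical copies that encode secreted pregnancy glycoproteins, had more H2BK20ac at 9 members and less at 1, although 7 of the 10 share part of their windows with another member and so count the same peaks. PSG11 had 42.4 kb in SR and 48.8 kb in ST, and PSG2, PSG5 and PSG6 also had more BRM and BRG1. Genes of the cAMP response, the pathway that forskolin switches on, had more H2BK20ac at 11 members and less at 1, at percentile 99.9. ATF3 had 10.54 kb in SR and 23.9 kb in ST, and DUSP1 had 5.98 and 14.5 kb.

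ST transcription factors had more H3K4me3 at 14 members and less at 5 (percentile 100, in a list partly chosen by the study), whereas 31.1% of all genes with a difference had more. GCM1, the regulator of syncytiotrophoblast fate (ENSG00000137270, chromosome 6, 5' end at 53148841), had 2.65 kb of H3K4me3 in SR and 9.16 kb in ST. Its BRM length was 2.35 and 6.60 kb, and its H2BK20ac length 33.6 and 31.5 kb. The SWI/SNF region of ST with the highest summit near GCM1 lay at 53158784 to 53160335, in intergenic sequence 10585 bp from the 5' end. That region overlapped BRM, BRG1, H3K27ac and H2BK20ac peaks of every condition, so it was not particular to ST. HOPX, a homeodomain protein (ENSG00000171476, chromosome 4, 5' end at 56681877), had no H2BK20ac, H3K4me3 or BRM in SR and 15.3, 5.46 and 1.76 kb in ST. OVOL1, a repressor of progenitor genes, had 7.31 kb of H2BK20ac in SR and 27.04 kb in ST. TFEB and CEBPA had BRM lengths of 6.69 and 6.32 kb in ST, against 2.66 and 2.94 kb in SR. More BRM in ST was seen at 90.7% of all genes with a BRM difference, and this gene list was at percentile 75.3 for BRM. CEBPB (chromosome 20) had 6.09 kb of H2BK20ac in SR and 6.70 kb in ST, and TBX3 (chromosome 12) 7.54 and 10.8 kb.

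Genes of cytotrophoblast (CT) and self-renewal had less H2BK20ac at 16 members and more at 10, at percentile 2.07. ITGA6, an integrin of cytotrophoblast, had 16.1 kb in SR and 6.47 kb in ST, and ELF3 had 21.3 and 17.6 kb. TFAP2A and TFAP2C had more BRM in ST (6.23 against 2.65 kb, and 5.905 against 1.84 kb), as had 90.7% of all genes with a BRM difference. They did not have more H2BK20ac. Among the genes that could be ranked, DUSP6, a feedback inhibitor of ERK signalling, had the largest loss of acetylation, from 27.5 kb of H2BK20ac in SR to 4.82 kb in ST. EPHA2, OLR1, FAM83A and ST3GAL6 followed, with 23.5 to 26.9 kb in SR and 2.79 to 12.9 kb in ST. After CGA, the largest gains of acetylation were at AFF1 (4.65 to 19.96 kb of H2BK20ac), CCNT2 (3.90 to 17.0 kb), OVOL1 and VGLL3 (13.3 to 24.9 kb). Both rankings of acetylation also used the H3K27ac list of ST, so they rest partly on a doubtful list. For SWI/SNF, the largest gains were at GPR78, BTG1, PGPEP1, RAB11FIP1 and AFF1. At BTG1, an antiproliferative factor, BRM went from 1.92 to 8.05 kb. The largest losses of SWI/SNF were small: FGFRL1, PKDCC, LCN15, CRABP2 and PACSIN1 had 0.647 to 1.53 kb of BRM in SR and 0 to 0.483 kb in ST.

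Cell cycle genes were more mixed. Of the promoting genes, 24 had less H3K4me3 in ST and 6 more, at percentile 6.94. Of all genes with an H3K4me3 difference, 31.1% had more. The housekeeping control had less at 15 and more at 3 (percentile 48.1), so such counts were not particular to cell cycle genes. For H2BK20ac, 9 promoting genes had more and 8 less. CCND1, which encodes cyclin D1, had 5.21 kb of H2BK20ac in SR and 1.32 kb in ST, while E2F8 had 0.690 and 11.6 kb, E2F2 14.7 and 13.8 kb, and MCM5 5.50 and 5.83 kb. Of the inhibiting genes, 7 had more H2BK20ac and 2 had less. Among these, CDKN1C, a cyclin-dependent kinase inhibitor, had 5.16 kb in SR and 11.6 kb in ST, whereas GADD45A had 12.2 and 4.08 kb and CDKN1A 22.5 and 19.7 kb. The EVT genes had more H2BK20ac at 13 members and less at 7. EPAS1 had 7.21 kb in SR and 17.7 kb in ST, ITGA1 had 0.928 and 7.72 kb, and FN1 had 10.0 and 15.2 kb. CDH5 had 2.36 kb of BRM in SR and 8.63 kb in ST. The SWI/SNF subunit genes had more H2BK20ac at 7 members and less at 4, with SMARCA2 itself at 5.97 kb in SR and 10.2 kb in ST.

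The control lists gave small numbers. More H2BK20ac in ST was seen at 3 stromal and endothelial genes and less at 3, with PDGFRB at 27.8 kb in SR and 16.0 kb in ST. It was more at 0 and less at 3 immune genes, more at 0 and less at 2 neural genes, and more at 5 and less at 1 housekeeping genes. For BRM and BRG1 the lists say little, because 90.7% of all genes with a BRM difference, and 92.7% of those with a BRG1 difference, had more in ST. H3K27ac, in the part its ST list covers, had 83.5% of ST peaks found in SR (83.1 to 83.9%), or 74.9% among peaks off H3K4me3. In that part, 8 ST transcription factors had more H3K27ac and 2 had less, but 50% had more off H3K4me3 and over the gene body, and the cAMP response genes had more at 11 and less at 0 (60.0% more off H3K4me3). For H3K27ac, 6 hormone genes had more and 3 less, and 6 fusion genes had more and 7 less (53.8% more over the gene body). The H3K27ac lists held 17.6 kb at CGA in ST and none in SR.

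**Figure D2:**
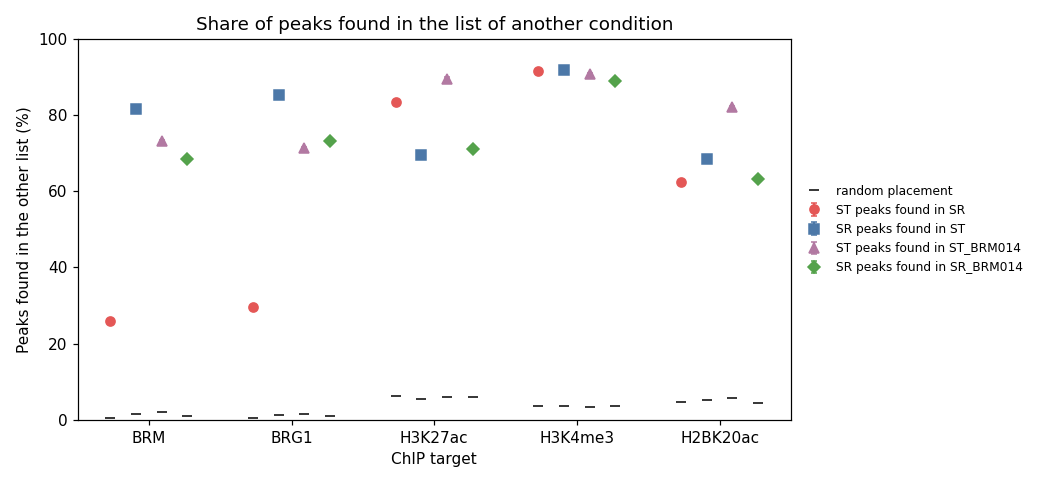
Share of peaks (%) of 1 list found in the list of another condition, by ChIP target, with black dashes for random placement of the peaks. The 95% Wilson intervals are smaller than the symbols. Of the shares drawn, those of BRM and BRG1 peaks of ST found in SR are the lowest, at 26.0 and 29.5%, and H3K4me3 lies near 90% throughout. H3K27ac comparisons with ST cover part of the genome. The H3K4me3 and H3K27ac lists of ST and ST_BRM014 each name a replicate numbered with the other condition.

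The comparison of ST_BRM014 with ST asks what differentiation looked like with the ATPases blocked. Both motors stayed on chromatin with the inhibitor: 73.2% of the BRM peaks of ST (72.8 to 73.5%) and 71.3% of the BRG1 peaks (70.9 to 71.7%) were found in ST_BRM014. For H2BK20ac the share was 82.1% (81.8 to 82.5%) and for H3K4me3 90.7% (90.3 to 91.0%). Peaks gained in differentiation were found less often than the others. Of the H2BK20ac peaks seen in ST and not in SR, 61.9% were found in ST_BRM014 (61.2 to 62.7%), against 94.2% of those in both states (93.9 to 94.4%). For BRM these shares were 65.3% and 95.5%, for BRG1 61.0% and 96.0%, and for H3K4me3 36.9% and 95.7%. Conversely, of the H2BK20ac peaks of SR that were not in ST, 41.8% were found in ST_BRM014 (41.0 to 42.7%). For H3K27ac, 89.5% of ST peaks were found in ST_BRM014 (86.7% off H3K4me3), and of those not in SR 55.0%. The H3K4me3 and H3K27ac lists of ST and ST_BRM014 each name a replicate numbered with the other condition. Such mixing would make the lists more alike. Their shares therefore cannot be set beside those of BRM, BRG1 and H2BK20ac as a measure of what the inhibitor left in place.

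The gained H2BK20ac peaks found in ST_BRM014 more often carried SWI/SNF. In ST, 43.1% of these 10550 peaks overlapped a SWI/SNF region (42.1 to 44.02%), against 13.5% of the 6481 gained peaks not found in ST_BRM014 (12.7 to 14.3%). The peaks not found were narrower, with a mean width of 1157 bp against 1559 bp, and weaker, with a median summit -log10 p of 4.02 against 4.50, and random placement gave 2.10 and 2.51%.

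**Figure D3:**
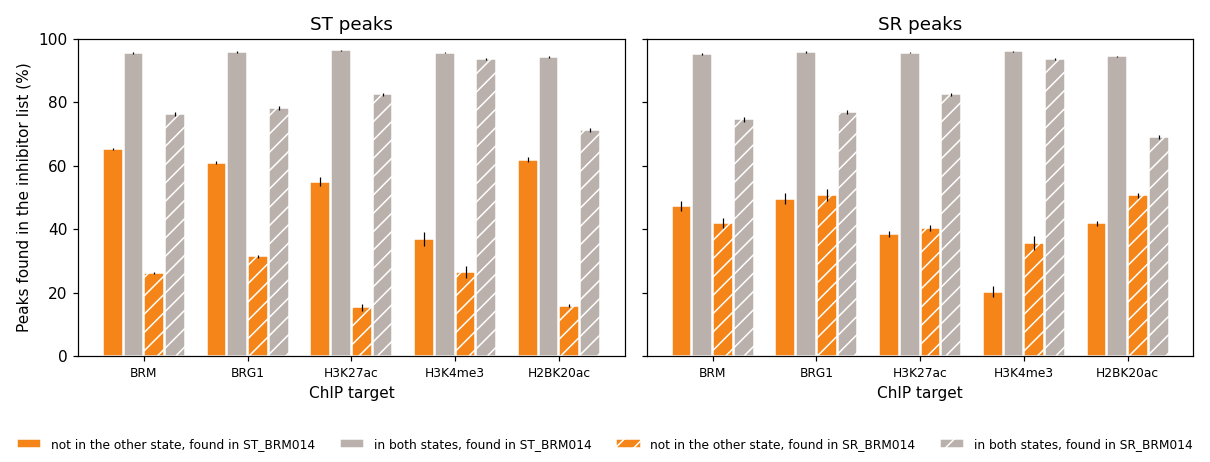
Share of ST peaks (left) and SR peaks (right) found in the ST_BRM014 list (plain bars) and the SR_BRM014 list (hatched bars), in %, for peaks not in the other state (orange) and in both states (grey), with 95% Wilson intervals. Orange bars lie below grey ones for every target, as at H2BK20ac in ST with 61.9 and 94.2%. The H3K4me3 and H3K27ac lists of ST and ST_BRM014 each name a replicate numbered with the other condition.

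Hormone genes had less H3K4me3 with the inhibitor in ST at 22 members and more at 1, at percentile 0. Against SR, 14 of them had more H3K4me3 in ST_BRM014 and 8 had less (percentile 100). Both H3K4me3 lists name 1 replicate numbered with the other condition, so the size of the difference between ST and ST_BRM014 cannot be read from these counts, and the comparison with SR is not free of ST. The fusion genes had less H3K4me3 at 17 members and more at 2, the PSG genes less at 7 and more at 1, and the ST transcription factors less at 16 and more at 3. Of all genes with a difference, 29.9% had more. H2BK20ac did not follow at the hormone genes, where 18 members had more in ST_BRM014 than in ST and 8 had less (percentile 76.8). Among all genes with an H2BK20ac difference, 63.2% had more in ST_BRM014, so counts near that share say little about a list. The fusion genes had less H2BK20ac at 13 and more at 7, at percentile 1.26, but with the same number of top peaks 60.0% of those with a difference had more. The CT and self-renewal genes had more H2BK20ac at 23 members and less at 2, at percentile 99.9, and the EVT genes more at 21 and less at 1, at percentile 97.9. All 10 PSG genes had more (percentile 88.9, and 80% had more with the same number of top peaks), among them PSG8 (6.78 kb in ST and 9.43 kb in ST_BRM014) and PSG3 (16.4 and 18.2 kb).

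At single genes, the covered lengths at CGA were close in both lists. H2BK20ac covered 24.6 kb in both, H3K4me3 5.99 kb in ST and 5.84 kb in ST_BRM014, and BRM 4.02 and 4.11 kb. Covered length does not give the height of a signal, and both H3K4me3 lists name a replicate numbered with the other condition. HOPX had less of each, with H2BK20ac at 15.3 kb in ST and 3.185 kb in ST_BRM014, H3K4me3 at 5.46 and 2.88 kb, BRM at 1.76 and 0.886 kb, and BRG1 at 1.45 and 0.081 kb. TBX3 had 10.8 kb of H2BK20ac in ST and 2.35 kb in ST_BRM014. GCM1 had more H2BK20ac (31.5 and 44.9 kb), with 9.16 and 8.08 kb of H3K4me3. The study counted GCM1 among genes whose promoters failed to open and to gain H3K27ac and H3K4me3 with the inhibitor. The lengths here span 25 kb on each side of the 5' end, so they are not values of the promoter. CEBPB had 6.70 and 9.62 kb of H2BK20ac, and CCND1 had 1.32 and 5.76 kb, close to its SR length of 5.21 kb. CYP19A1, the aromatase gene, had 30.5 kb of H2BK20ac in ST and 23.8 kb in ST_BRM014, while ERVW-1, which encodes syncytin-1, had 14.1 and 18.4 kb. ERVFRD-1 had 15.1 and 12.7 kb, SDC1 18.2 and 17.2 kb, and TUBA4A 3.05 and 2.07 kb. GRHL1 had 2.33 and 5.12 kb, and NR2F6 18.0 and 14.3 kb.

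Among CT and self-renewal genes, TEAD4, a regulator of trophoblast stem cells, had 0.817 kb of H2BK20ac in ST and 7.65 kb in ST_BRM014, GATA2 14.8 and 21.8 kb, ITGA6 6.47 and 10.2 kb, and ELF3 17.6 and 21.6 kb. Among EVT genes, TCF7L2 had 4.86 and 19.8 kb, SERPINE1 25.9 and 32.7 kb, and FN1 15.2 and 21.6 kb. The cAMP response genes were even, with 6 having more and 6 less, and ATF3 went from 23.9 to 10.4 kb and DUSP1 from 14.5 to 7.99 kb. Of the cell cycle promoting genes 12 had more H2BK20ac and 5 less, and of the inhibiting genes 7 and 3. Both were near the 63.2% of all genes with a difference that had more, at percentiles 48.7 and 60.8. CDKN1C had 11.6 kb in ST and 9.60 kb in ST_BRM014, and GADD45A 4.08 and 11.9 kb. The SWI/SNF subunit genes had more at 9 and less at 2, with SMARCC2 at 0.856 and 5.06 kb. Controls were more at 4 and less at 3 for stromal and endothelial genes, more at 3 and less at 0 for immune genes, 1 each for neural genes, and more at 7 and less at 0 for housekeeping genes.

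Among the 12270 genes that the H3K27ac list of ST covers, the largest losses of acetylation with the inhibitor in ST were at RYBP, a Polycomb protein (12.6 to 8.03 kb of H2BK20ac), HOPX, FYN (4.31 kb to none), C4orf19 (18.4 to 13.9 kb) and WNK2 (13.1 to 9.30 kb). The largest gains were at ENSG00000289761 on chromosome 4 (11.8 to 23.9 kb), CDC42 (5.56 to 15.5 kb), LRP2 (3.04 to 12.03 kb), SCHIP1 (16.4 to 30.3 kb) and SLC7A11 (10.52 to 19.6 kb). This ranking also used the H3K27ac list of ST, so it rests partly on a doubtful list. Over all genes, BRM and BRG1 had their largest gains at ZNF217, LIFR, STT3B, ENSG00000289761 and PSAP, with BRM at LIFR covering 4.37 kb in ST and 8.22 kb in ST_BRM014. Their largest losses were at MYPN, SCOC, CCDC33, PIK3C2B and ANO7, with BRM at MYPN covering 5.21 and 3.63 kb.

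**Figure D4:**
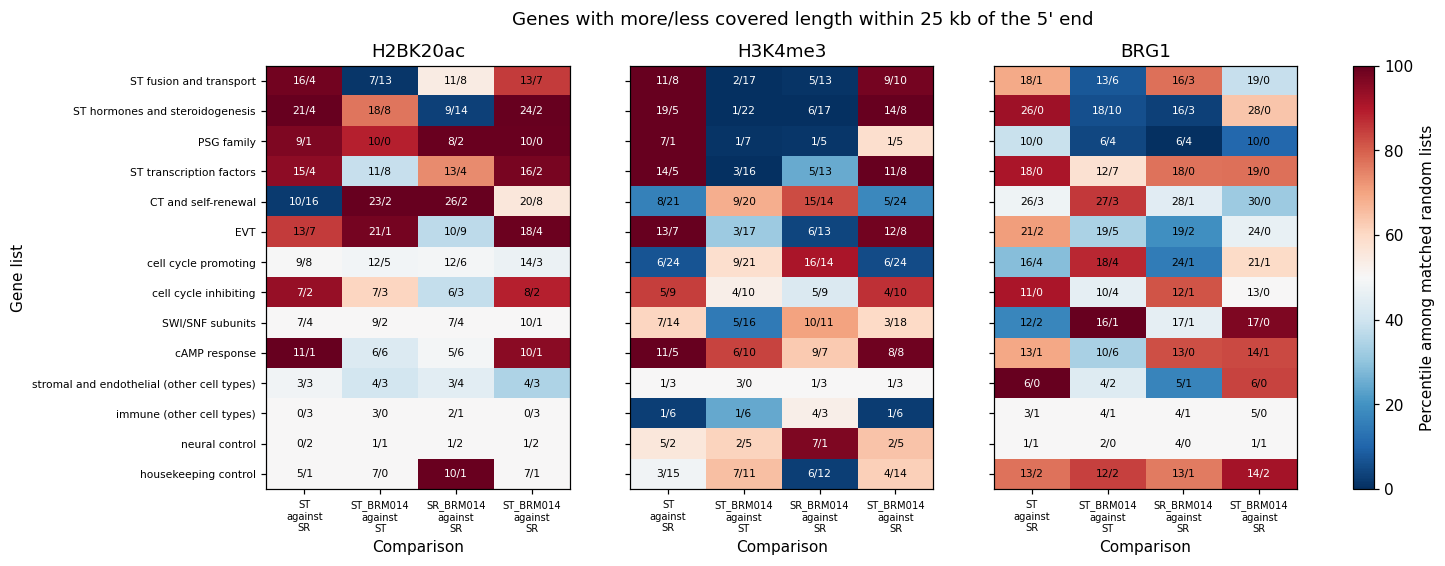
Members of each gene list with more and with less covered length within 25 kb of the 5' end (numbers, more/less) for H2BK20ac, H3K4me3 and BRG1 in each comparison. Colour gives the percentile of the list's median difference among 10000 matched random lists. Hormone genes have 21 more and 4 less H2BK20ac in ST against SR, and 1 more and 22 less H3K4me3 in ST_BRM014 against ST.

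The comparison of SR_BRM014 with SR asks what the inhibitor does to cells that were not differentiating. BRM and BRG1 covered more of the genome, at 17.2 against 7.08 Mb and 19.6 against 6.79 Mb. Of the SR peaks, 68.5% of BRM (67.9 to 69.2%) and 73.2% of BRG1 (72.6 to 73.8%) were found in SR_BRM014. H2BK20ac was found for 63.3% of SR peaks (62.8 to 63.7%), H3K27ac for 71.0% (70.6 to 71.4%, or 53.0% off H3K4me3) and H3K4me3 for 89.0% (88.6 to 89.4%). The list of self-renewal genes did not lose H2BK20ac: 26 had more and 2 had less with the inhibitor, at percentile 99.9. The housekeeping control went the same way, with 10 more and 1 less at percentile 99.4, so the gain was not particular to self-renewal genes. Among all genes with an H2BK20ac difference, 57.4% had more in SR_BRM014. YAP1, a coactivator of TEAD proteins, had 0.970 kb in SR and 19.1 kb in SR_BRM014. TFAP2A had 23.5 and 29.8 kb, and ELF3 21.3 and 25.3 kb. At ITGA6, BRM covered 0.069 and 4.70 kb.

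Hormone genes had less H2BK20ac with the inhibitor in SR at 14 members and more at 9 (percentile 3.40), and less H3K4me3 at 17 and more at 6 (percentile 0). With the same number of top peaks, 55.0% of those with an H2BK20ac difference had more. HSD3B1 had 12.8 kb of H2BK20ac in SR and 5.80 kb in SR_BRM014, and its H3K4me3 went from 3.34 kb to none. CGA had 1.17 kb of H2BK20ac and 3.69 kb of H3K4me3 in SR and none of either in SR_BRM014. KISS1 went from 8.73 kb of H2BK20ac to none, CYP11A1 from 31.3 to 23.5 kb, and PGF, a growth factor of the placenta, from 18.1 to 11.4 kb. Of the fusion genes 11 had more H2BK20ac and 8 less. SLC6A6, a taurine transporter, went from 10.3 kb to none, KRT23 from 28.9 to 16.1 kb and SLC40A1 from 20.4 to 8.86 kb, while SLC1A5, the syncytin-1 receptor, went from 4.26 to 11.8 kb. The PSG genes had more at 8 and less at 2, with PSG5 at 20.2 and 46.0 kb. The ST transcription factors had more at 13 and less at 4. GCM1 had 33.6 kb of H2BK20ac in SR and 43.5 kb in SR_BRM014, TFEB 27.7 and 22.1 kb, and HOPX none in either. CEBPB had 6.09 and 11.6 kb, TBX3 7.54 and 9.34 kb, and CCND1 5.21 and 7.81 kb.

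EVT genes had more H2BK20ac at 10 members and less at 9, but less H3K27ac at 14 and more at 4 (percentile 0.28). SERPINE1 went from 30.4 to 24.3 kb of H2BK20ac and EPAS1 from 7.21 to 2.72 kb. The stromal and endothelial control also had less H3K27ac at 6 and more at 1 (percentile 1.30), so this loss was not particular to EVT genes. H3K27ac was more at 3 and less at 2 immune genes, more at 2 and less at 1 neural genes, and more at 12 and less at 6 housekeeping genes. Cell cycle promoting genes had more H2BK20ac at 12 and less at 6, with E2F2 at 14.7 and 24.5 kb, CCND3 at 10.51 and 3.75 kb, and CCNE1 at 8.36 and 11.5 kb. Inhibiting genes had more at 6 and less at 3, with BTG2 at 6.94 and 2.84 kb and GADD45B at 1.40 and 12.7 kb. SWI/SNF subunit genes had more at 7 and less at 4, although over the gene body 33.3% had more, and SMARCC1 stood at 2.304 and 8.12 kb. Genes of the cAMP response had more at 5 and less at 6 (54.5% more with the same number of top peaks), stromal and endothelial genes more at 3 and less at 4, immune genes more at 2 and less at 1, neural genes more at 1 and less at 2, and housekeeping genes more at 10 and less at 1. ACTB, one of these, had 13.9 kb in SR and 27.5 kb in SR_BRM014.

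Genome-wide, the inhibitor in SR went with the largest losses of acetylation at AKR1B1 (23.1 to 3.92 kb of H2BK20ac), PITX1, a homeodomain factor (21.7 to 2.82 kb), AQP3, a water and glycerol channel (26.4 to 7.29 kb), SCUBE3 (21.2 to 5.36 kb) and COL16A1 (23.6 to 4.58 kb). The largest gains were at EPHA1 (0.939 to 22.4 kb), SHISA5 (12.7 to 29.3 kb), KANK4 (19.4 to 38.6 kb), PTBP1 (11.6 to 22.2 kb) and ZFX (17.1 to 27.1 kb). BRM and BRG1 had their largest gains at ARRB1, MRPL4, LAMB1, HNRNPL and RHPN2, with BRM at ARRB1 covering 2.60 and 10.7 kb. Their largest losses were at CCKBR, DRC7, CROCC2, KDM8 and BMP10, with 1.18 to 2.18 kb of BRM in SR and 0 to 0.946 kb in SR_BRM014.

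The motors were compared with each other and placed on the genome. Of the BRG1 peaks, 70.5% overlapped a BRM peak in SR (69.8 to 71.1%), 66.7% in SR_BRM014 (66.2 to 67.1%), 77.95% in ST (77.6 to 78.3%) and 83.2% in ST_BRM014 (82.9 to 83.5%), with at most 2.23% by random placement. Promoters held 30.6% of BRG1 summits in SR, 42.8% in SR_BRM014, 29.8% in ST and 33.6% in ST_BRM014, against 16.9% of random positions. For BRM the shares were 35.1, 39.1, 30.9 and 33.5% in the same order. Among peaks with a summit -log10 p of at least 5, the order of SR and ST turned, with BRM at 19.5, 25.5, 22.8 and 23.4% and BRG1 at 21.2, 26.6, 22.6 and 22.7%. Promoters held 72.2 to 75.2% of H3K4me3 summits, 44.5 to 49.7% of H3K27ac summits and 25.6 to 30.7% of H2BK20ac summits. Of the 13948 SWI/SNF regions of SR, 69.4% lay on H2BK20ac and 26.9% on H3K4me3. Of the 41199 regions of ST, 55.4% and 18.3% did. The shares were 66.4% and 30.2% of the 28671 regions of SR_BRM014, and 64.9% and 19.9% of the 45790 regions of ST_BRM014. They were not recomputed with equal numbers of peaks, so list length may bear on them.

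Shares of some motifs differed between SWI/SNF regions seen only in ST and those seen only in SR. Several of these differences shrank with equal GC content. The 23738 regions of ST not in SR had the C/EBP motif in 24.998% (24.5 to 25.6%) and the TEAD motif in 21.6% (21.1 to 22.1%), against 13.9% (11.4 to 16.8%) and 16.1% (13.5 to 19.2%) of the 632 regions of SR not in ST. The C/EBP difference of 11.1 points was 5.65 points with equal GC content. At 1 kb from the summit, C/EBP was in 20.1% of ST-only and 17.2% of SR-only regions, so the SR-only share lay below that of its flanks. TEAD was in 10.8 and 12.3% there. The GCM motif was in 5.28 and 3.48%, AP-1 in 7.57 and 7.75%, and NFY in 5.67 and 4.59%. TFAP2, KLF/SP, E2F and TCF/LEF motifs were less common in ST-only regions, at 7.09 against 18.8%, 6.92 against 16.5%, 1.48 against 6.01% and 15.7 against 19.9%. In ST-only regions, KLF/SP and TCF/LEF were about as common 1 kb away, at 6.91 and 15.3%, while SR-only regions had 11.6 and 13.4% there. The SR-only regions had 54.6% GC and the ST-only regions 44.4%. With equal GC the TFAP2 difference went from -11.7 to -1.82 points, the KLF/SP difference from -9.53 to -0.87 points and the E2F difference from -4.53 to -0.881 points, whereas the TCF/LEF difference went from -4.23 to -11.7 points, but to -0.148 points within 50 bp of the summit. GATA was in 18.1 and 15.5%, a difference that turned to -6.20 points with equal GC.

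With the inhibitor in SR, the GATA motif was in 12.8% of the 14403 regions of SR_BRM014 not in SR (12.2 to 13.3%) and in 31.6% of the 2199 regions of SR not in SR_BRM014 (29.7 to 33.5%). This difference of -18.8 points was -15.6 points with equal GC content and -7.64 points within 50 bp. TEAD was in 16.6 and 26.9%, TCF/LEF in 14.2 and 19.96%, and KLF/SP in 12.7 and 6.46%. These differences of -10.3, -5.76 and 6.23 points were -4.45, -3.78 and 3.82 points within 50 bp, and -8.13, -4.37 and 4.54 points with equal GC. Promoters held 40.9% of the regions seen with the inhibitor only and 23.0% of those seen without it only. In ST the inhibitor went with smaller differences, from -3.20 points for TEAD (-1.41 within 50 bp and -2.28 with equal GC) to 2.43 points for KLF/SP (1.23 within 50 bp and 0.617 with equal GC). The CTCF and CREB motifs were in at most 0.24% of the regions seen in 1 condition only in any comparison.

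**Figure D5:**
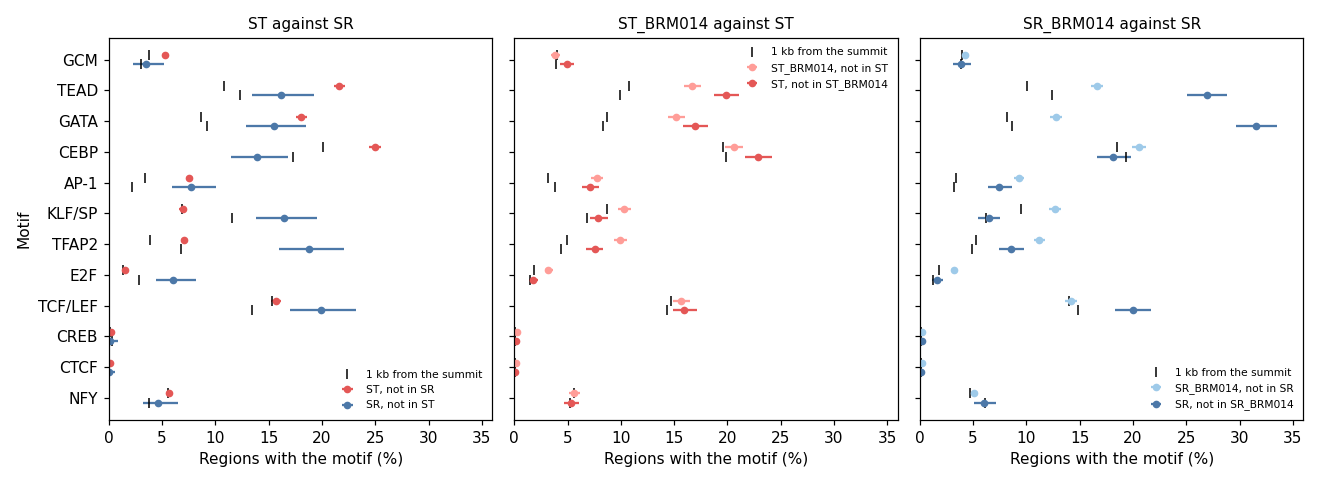
Share of SWI/SNF regions (%) with each motif within 100 bp of the BRG1 summit, for regions seen in 1 condition of each comparison only, with 95% Wilson intervals. Black marks give the share 1 kb from the summit. GATA stands at 31.6% in regions of SR not in SR_BRM014, with 8.64% in their flanks.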

Values the study reported

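From ATAC-seq over the same 24 h, the study reported 32,456 regions that opened and 15,702 that closed, of which 26,412 no longer opened and 4462 no longer closed when the inhibitor was present. Its differential analysis of ChIP-seq reads within accessible regions gave 130 BRM and 202 BRG1 regions with more binding in SR, and 296 BRM and 411 BRG1 regions with more binding in ST. For inhibitor-treated ST against ST it found no differentially bound region for either motor. It linked 2441 genes to promoters that stayed closed and lacked H3K27ac with the inhibitor, and 52 genes, GCM1 among them, to those that lacked H3K4me3 as well. These counts come from read counts per replicate, a measure that peak lists do not give.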

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

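Of the tests reported here, the one on H3K4me3 sites without H3K27ac was chosen after the result was seen, and so were the comparisons of summits and of top peaks. The covered lengths and SERPINE1 below stand here because values with the inhibitor went in opposite directions in SR and in ST. With 1 list per group, none of these differences between the states was tested.

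The genome length covered by H2BK20ac in SR_BRM014 was 0.951 times that in SR, while in ST_BRM014 it was 1.16 times that in ST, although the number of peaks went down in both states (0.658 and 0.882 times). For H3K27ac the ratios were 0.863 in SR and 1.23 in ST, the latter within the part of the genome that the ST list covers (0.807 and 1.03 times the number of peaks). SERPINE1, a gene of the EVT list, had less acetylation with the inhibitor in SR, by -6.145 kb, and more in ST, by 5.456 kb, as the smaller of the H3K27ac and H2BK20ac differences. In ST the smaller difference was that of H3K27ac, while H2BK20ac went from 25.9 to 32.65 kb.

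The H3K27ac ratio of 1.23 and the SERPINE1 difference of 5.456 kb rest on the H3K27ac list of ST, which may have been made partly from H3K4me3 libraries. The test set in advance spoke against this: 42.3% of its peaks lay on an H3K4me3 peak of ST, under the bound of 66.6% and near the 34.6 to 41.7% of the other H3K27ac lists. That bound was wrong by design, since a list called from both marks also keeps the peaks with H3K27ac alone, and 99.5% of its top 5000 peaks lay on H3K4me3, against 81.8, 92.2 and 79.0% in SR, SR_BRM014 and ST_BRM014. In the later test, the list held 32.6% of the H3K4me3 peaks of ST that lay off the other H3K27ac lists, where those of SR, SR_BRM014 and ST_BRM014 held 1.56, 1.12 and 0.188% of such peaks, and 50.1% of its summits on H3K4me3 lay within 50 bp of an H3K4me3 summit of ST (24.5 to 25.2% in the other H3K27ac lists). In the name of the list, 2 of the 3 pairs of library and input carry the numbers of the H3K4me3 list of ST, but the test was found from the same list, and a gain of H3K27ac at H3K4me3 sites in ST was not tested apart from it.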

How the results depend on the processing

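The alternative with H3K27ac peaks off H3K4me3, and all those for peaks gained or lost in ST, were chosen after the data were seen. No paired analysis was possible because the peaks were called once over the replicates of each group, so single replicates could be neither paired nor left out. Read depth is unknown from the peak lists, so a peak missing from a list cannot be told from one just under its threshold. List length mattered most for BRM and BRG1: with equal numbers of top peaks, 52.3% instead of 26.0% of the BRM peaks of ST were found in SR. Where values changed, the cause was not tested.

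Shares of peaks found in another list follow in percent, and in parentheses those for a summit -log10 p of at least 5, at least 50% of the peak covered, the summit inside the other peak and equal numbers of top peaks, in this order, with peaks off H3K4me3 last for H3K27ac. BRM peaks of ST were found in SR 26.0 (16.8, 14.5, 18.4, 52.3) and ST_BRM014 73.2 (85.7, 62.9, 63.2, 73.4). BRM peaks of SR were found in ST 81.5 (80.4, 75.2, 75.0, 61.2), SR_BRM014 68.5 (66.3, 61.1, 61.1, 57.2) and ST_BRM014 86.3 (92.6, 81.4, 81.1, 63.9). BRM peaks of ST_BRM014 were found in ST 52.8 (39.7, 40.3, 42.2, 71.8) and SR 20.5 (8.96, 9.54, 14.2, 53.1). BRM peaks of SR_BRM014 were found in SR 34.3 (16.2, 20.2, 25.1, 49.3). BRG1 peaks of ST were found in SR 29.5 (21.5, 17.6, 21.9, 57.8) and ST_BRM014 71.3 (83.1, 62.9, 63.0, 75.8). BRG1 peaks of SR were found in ST 85.3 (81.5, 79.98, 79.6, 65.2), SR_BRM014 73.2 (69.6, 67.1, 67.1, 59.3) and ST_BRM014 89.1 (93.0, 85.8, 85.6, 69.4). BRG1 peaks of ST_BRM014 were found in ST 64.5 (50.7, 51.5, 53.4, 74.6) and SR 28.7 (15.0, 14.7, 21.2, 60.3). BRG1 peaks of SR_BRM014 were found in SR 30.8 (19.4, 17.4, 22.8, 51.9). H3K27ac peaks of ST were found in SR 83.5 (85.5, 79.6, 81.9, 81.4, 74.9) and ST_BRM014 89.5 (87.5, 87.1, 88.6, 88.8, 86.7). H3K27ac peaks of SR were found in ST 69.4 (76.3, 60.5, 66.9, 76.5, 51.2), SR_BRM014 71.0 (73.4, 64.7, 68.7, 77.4, 53.0) and ST_BRM014 78.5 (81.9, 74.2, 77.1, 82.7, 66.0). H3K27ac peaks of ST_BRM014 were found in ST 76.3 (82.8, 66.6, 73.1, 80.01, 61.1) and SR 83.2 (88.4, 78.2, 81.6, 81.6, 70.7). H3K27ac peaks of SR_BRM014 were found in SR 85.7 (92.7, 82.1, 83.6, 77.98, 73.3). H3K4me3 peaks of ST were found in SR 91.5 (94.6, 90.01, 90.9, 92.3) and ST_BRM014 90.7 (94.7, 89.7, 90.1, 94.0). H3K4me3 peaks of SR were found in ST 91.9 (95.4, 90.2, 91.2, 93.7), SR_BRM014 89.0 (94.1, 87.4, 88.2, 93.2) and ST_BRM014 89.9 (94.0, 88.3, 89.5, 93.3). H3K4me3 peaks of ST_BRM014 were found in ST 96.8 (98.2, 96.3, 96.4, 95.6) and SR 95.2 (96.7, 94.3, 94.9, 93.4). H3K4me3 peaks of SR_BRM014 were found in SR 93.7 (95.2, 92.2, 93.0, 90.3). H2BK20ac peaks of ST were found in SR 62.5 (58.6, 56.3, 59.7, 63.7) and ST_BRM014 82.1 (84.2, 78.04, 79.8, 85.7). H2BK20ac peaks of SR were found in ST 68.4 (65.5, 60.9, 65.5, 64.7), SR_BRM014 63.3 (65.1, 56.1, 60.2, 73.2) and ST_BRM014 77.8 (79.7, 72.3, 75.6, 79.3). H2BK20ac peaks of ST_BRM014 were found in ST 69.9 (65.6, 61.3, 66.3, 64.3) and SR 60.8 (56.4, 52.4, 57.7, 59.4). H2BK20ac peaks of SR_BRM014 were found in SR 66.5 (66.3, 57.4, 61.5, 54.7).

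BRG1 peaks on a BRM peak came to 70.5 in SR (60.3, 62.2, 70.5), 66.7 in SR_BRM014 (74.0, 57.4, 79.3), 77.95 in ST (70.6, 71.1, 81.6) and 83.2 in ST_BRM014 (86.7, 75.9, 83.8) percent, with the first, second and last of these alternatives in parentheses. BRM peaks on a BRG1 peak came to 66.7 in SR (81.6, 59.5, 66.7), 77.2 in SR_BRM014 (87.8, 70.4, 75.4), 67.6 in ST (75.6, 58.7, 76.1) and 57.8 in ST_BRM014 (70.2, 49.1, 77.9) percent, with the first, second and last of these alternatives in parentheses. With a promoter window of 1 kb, promoter shares were lower in all 20 lists, at BRM 21.5 (SR), 23.8 (SR_BRM014), 16.4 (ST), 18.8 (ST_BRM014), BRG1 17.2 (SR), 28.2 (SR_BRM014), 15.9 (ST), 19.8 (ST_BRM014), H3K27ac 33.1 (SR), 38.4 (SR_BRM014), 34.6 (ST), 34.1 (ST_BRM014), H3K4me3 66.3 (SR), 69.3 (SR_BRM014), 65.7 (ST), 69.4 (ST_BRM014), H2BK20ac 11.4 (SR), 16.3 (SR_BRM014), 11.5 (ST), 12.2 (ST_BRM014) percent. Among peaks with a summit -log10 p of at least 5, they left the reported interval in 17 lists, at BRM 19.5 (SR), 25.5 (SR_BRM014), 22.8 (ST), 23.4 (ST_BRM014), BRG1 21.2 (SR), 26.6 (SR_BRM014), 22.6 (ST), 22.7 (ST_BRM014), H3K27ac 54.7 (SR), 64.5 (SR_BRM014), 58.3 (ST), 55.4 (ST_BRM014), H3K4me3 82.1 (SR), 82.9 (SR_BRM014), 81.5 (ST), 83.1 (ST_BRM014), H2BK20ac 31.5 (SR_BRM014) percent. By peak midpoint, 19 stayed within it, and the other was H3K27ac 49.2 (SR_BRM014) percent.

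Shares of gene list members with more, among those with a difference, stayed within the reported interval in 248 of 278 cases over the gene body, 230 of 273 with equal numbers of top peaks and 32 of 54 off H3K4me3. The others follow in percent, and many of those for immune and neural genes rest on few members with a difference. ST against SR, over the gene body: BRG1 of fusion 100, CT 96.6, EVT 100, SWI/SNF subunits 100, neural 100, H3K4me3 of ST factors 89.5, immune 0, H2BK20ac of ST factors 55.6, cAMP response 64.3, neural 100, BRM of SWI/SNF subunits 100, H3K27ac of immune 0. ST_BRM014 against ST, over the gene body: BRM of hormones 61.5, H3K4me3 of ST factors 5.26, stromal 40, H3K27ac of CT 90, BRG1 of SWI/SNF subunits 66.7, cAMP response 82.4. SR_BRM014 against SR, over the gene body: BRM of fusion 93.3, cAMP response 100, BRG1 of cell cycle promoting 100, H2BK20ac of SWI/SNF subunits 33.3, neural 100, H3K27ac of neural 0. ST_BRM014 against SR, over the gene body: BRM of CT 100, neural 100, H2BK20ac of SWI/SNF subunits 60, neural 100, H3K4me3 of immune 0, BRG1 of neural 100. ST against SR, with equal numbers of top peaks: BRG1 of fusion 66.7, hormones 86.7, ST factors 68.8, cAMP response 55.6, neural 0, BRM of cell cycle promoting 57.9, SWI/SNF subunits 53.8, cAMP response 54.5, neural 0, housekeeping 55.6. ST_BRM014 against ST, with equal numbers of top peaks: H2BK20ac of fusion 60, stromal 85.7, neural 100, BRM of ST factors 52.9, CT 75.9, cell cycle promoting 60, SWI/SNF subunits 62.5, cAMP response 70, BRG1 of SWI/SNF subunits 100, housekeeping 50. SR_BRM014 against SR, with equal numbers of top peaks: H3K27ac of hormones 14.3, BRG1 of cell cycle promoting 66.7, H2BK20ac of neural 100. ST_BRM014 against SR, with equal numbers of top peaks: BRM of fusion 83.3, ST factors 76.5, CT 82.8, EVT 81.0, cell cycle promoting 68.4, cell cycle inhibiting 66.7, cAMP response 63.6, immune 50, neural 0, housekeeping 55.6, BRG1 of SWI/SNF subunits 63.6, cAMP response 66.7, neural 0, H3K27ac of SWI/SNF subunits 61.5, neural 0, H2BK20ac of SWI/SNF subunits 100, neural 100. ST against SR, off H3K4me3: H3K27ac of cell cycle promoting 11.1, cell cycle inhibiting 20, cAMP response 60, immune 0, neural 0. ST_BRM014 against ST, off H3K4me3: H3K27ac of fusion 83.3, ST factors 100, CT 91.7, cell cycle inhibiting 80, SWI/SNF subunits 83.3, immune 100, neural 100, housekeeping 80. SR_BRM014 against SR, off H3K4me3: H3K27ac of hormones 12.5, EVT 0, cell cycle inhibiting 25, cAMP response 25, stromal 0, immune 100. ST_BRM014 against SR, off H3K4me3: H3K27ac of EVT 50, neural 0. With equal numbers of top peaks, the direction turned for BRM at SWI/SNF subunit genes in ST_BRM014 against SR (45.5), BRG1 at the same genes in ST against SR (30) and BRM at immune genes in ST against SR (0). Off H3K4me3 it turned for H3K27ac at cAMP response genes in ST_BRM014 against ST (100).

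Of the motif differences, 23 of 36 stayed within the reported interval at 50 bp and 23 of 36 with equal GC content. The others at 50 bp were, in points, CEBP 6.01, KLF/SP -3.71, TFAP2 -6.86, E2F -2.77, TCF/LEF -0.148 in ST against SR, TEAD -1.41, KLF/SP 1.23, E2F 0.823 in ST_BRM014 against ST and TEAD -4.45, GATA -7.64, KLF/SP 3.82, E2F 0.935, TCF/LEF -3.78 in SR_BRM014 against SR. With equal GC content they were GATA -6.20, CEBP 5.65, KLF/SP -0.871, TFAP2 -1.82, E2F -0.881, TCF/LEF -11.7 in ST against SR, KLF/SP 0.617, TFAP2 0.886 in ST_BRM014 against ST and TEAD -8.13, GATA -15.6, KLF/SP 4.54, E2F 0.839 in SR_BRM014 against SR. The TFAP2 difference of SR_BRM014 against SR turned with equal GC content, to -0.352 points. Of the named genes, 1 of 230 turned over the gene body, 3 of 207 with equal numbers of top peaks and 0 of 121 off H3K4me3. Without turning, 109, 89 and 73 of them, in the same order, changed in size beyond the margin set. With equal numbers of top peaks, the smaller SWI/SNF difference was -0.134 kb at FOS and -0.305 kb at TBX3 in ST against SR, and -0.03 kb at CDK6 in ST_BRM014 against ST. Over the gene body it was -0.06 kb at CD68 in ST against SR. Peaks gained in ST were found in ST_BRM014 in 59.7 to 68.3% under the alternatives for H2BK20ac, 43.0 to 63.5% for H3K27ac, 56.6 to 83.4% for BRM, 54.2 to 78.98% for BRG1 and 35.6 to 51.5% for H3K4me3.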

Other observations

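The test on the strength of peaks gained in ST was chosen after the result was seen. The comparison of ST_BRM014 with SR, which uses no ST list, gave hormone and PSG genes with more H2BK20ac. Of the hormone and steroidogenesis genes, 24 had more H2BK20ac in ST_BRM014 than in SR and 2 had less (percentile 99.99), and all 10 PSG genes had more, though 10 hormone and 7 PSG genes share part of their windows with another member. With the inhibitor in SR, 8 PSG genes had more and 2 less, so their gain was also seen without differentiation, whereas of the hormone genes 9 had more and 14 less. Among all genes with a difference, 67.1% had more H2BK20ac. The ST transcription factors had more at 16 members and less at 2, and the EVT genes more at 18 and less at 4. The fusion genes, with more at 13 and less at 7 (percentile 84.8), and the genes of CT and self-renewal, with more at 20 and less at 8 (percentile 55.6), were near the share of all genes, and the housekeeping control had more at 7 and less at 1. H3K27ac and H3K4me3 are left out here, since their ST_BRM014 lists name a replicate numbered with ST.

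Some of the SWI/SNF sites seen in ST were also seen with the inhibitor alone. Of the BRM peaks of ST that were not in SR, 26.2% were found in SR_BRM014, and of such BRG1 peaks 31.5%. For H2BK20ac, 15.9% of the peaks gained in ST were found in SR_BRM014.

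Peaks gained in ST were found in ST_BRM014 less often than peaks in both states, and weaker peaks being missed more often is a candidate explanation. Weighting the peaks in both states to the summit -log10 p of the gained ones took the gap from 32.2 to 27.4 points for H2BK20ac. Summit strength alone therefore did not account for the gap for H2BK20ac. Peak width was not weighted, and gained peaks were narrower. Their mean width was 1559 bp where found in ST_BRM014 and 1157 bp where not, against 2550 bp for peaks in both states. Smaller peaks being missed more often was thus not excluded. For H3K27ac, the other mark the test was set for, the gap went from 41.4 to 39.2 points. This gap cannot decide, because the H3K27ac list of ST held 1287 H3K4me3 peaks that lay off every other H3K27ac list. A peak confined to such a site counts as gained and as not found in ST_BRM014, whatever its strength. Weighting took the gap from 30.2 to 21.0 points for BRM, from 35.0 to 26.0 points for BRG1 and from 58.8 to 30.2 points for H3K4me3. What also stays open is that peaks seen in 1 of 2 lists recur less in any further list. For peaks of SR found in SR_BRM014, the weighted gap was 23.5, 18.0 and 30.5 points for BRM, BRG1 and H3K4me3. It was only 5.01 points for H2BK20ac (18.5 before weighting) and 18.5 points for H3K27ac. An effect of the inhibitor on differentiation was not tested apart from this.

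The BRM and BRG1 lists were longer with BRM014 in SR, and a list length set by depth or the calling threshold is a candidate explanation. With equal numbers of top peaks, 49.3% of the BRM peaks and 51.9% of the BRG1 peaks of SR_BRM014 were found in SR, below the 68.5 and 73.2% of all SR peaks found in SR_BRM014 that this explanation was set to reach. In the other direction, 57.2% of the BRM and 59.3% of the BRG1 peaks of SR were found, above the bound of 50% set for different sites. Depth and an effect of the inhibitor on binding therefore cannot be told apart, as the lists give no read counts.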
